# Integrated Analysis of LncRNA-mRNA Coexpression in the Extracellular Matrix of Developing Deciduous Teeth in Miniature Pigs

**DOI:** 10.1155/2019/6159490

**Published:** 2019-01-23

**Authors:** Yang Li, Guoqing Li, Fu Wang, Xiaoshan Wu, Zhifang Wu, Jinsong Wang, Chunmei Zhang, Junqi He, Hao Wang, Songlin Wang

## Abstract

Miniature pigs, a valuable alternative model for understanding human tooth development, have deciduous teeth from all four tooth families that are replaced once by permanent molars. The extracellular matrix (ECM) supports cells and maintains the integrity of tooth germs during tooth development. However, details on the role of the ECM in tooth development are poorly understood. Here, we performed long noncoding RNA (lncRNA) and messenger RNA (mRNA) expression profiles in the ECM components of deciduous tooth germs by RNA sequencing in miniature pigs. From the early cap to the late bell stages, we identified 4,562 and 3,238 differentially expressed genes (DEGs) from E40 to E50 and E50 to E60, respectively. In addition, a total of 1,464 differentially expressed lncRNAs from E40 to E50 and 969 differentially expressed lncRNAs from E50 to E60 were obtained. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed that DEGs were enriched significantly for multiple signaling pathways, especially for the ECM pathway. We then outlined the detailed dynamic gene expression profiling of ECM components during deciduous molar development. Comparison of the cap and bell stages revealed that the structure and functions of the ECM dynamically changed. The ECM-related genes, including* THBS1, COL4A5, COL4A6, COL1A1, CHAD, TNR, GP1BA*, and* ITGA3*, were significantly changed, and some were shown to enrich during the bell stage development. Finally, we outlined the coexpression of lncRNAs and ECM properties during tooth development. We showed that the interplay of key lncRNAs could change ECM processes and influence the ECM establishment of tooth patterns to accomplish full tooth formation. These results might provide information to elucidate the regulation network of the lncRNA and ECM in tooth development.

## 1. Introduction

Tooth maturation is supported by alterations at the cellular and molecular levels, including gene regulation, which underlies all biological behavior and phenotypes [1, 2]. Current understanding of the molecular mechanisms controlling tooth development is mostly obtained from studies on mice, which have continuously growing incisors, three molars in each jaw quadrant, and a diastema region between the incisor and the molars, lacking canines, premolars, and secondary tooth dentition [3]. The miniature pig (Sus scrofa) resembles humans in its anatomy, physiology, pathophysiology, and development, providing an excellent experimental model for studying tooth development [4, 5].

Over the years, patterns of gene expression have been studied in developing teeth in numerous laboratories around the world [6]. A microarray study showed that about 4,000 differentially expressed genes (DEGs) were related to murine tooth development by comparing tooth germs at different time points [7]. Many studies have also revealed a wide range of functional activities of long noncoding RNAs (lncRNAs), including chromatin remodeling, transcriptional control, and posttranscriptional processing [8, 9]. The regulation of lncRNAs might contribute to odontogenesis, while the dysregulation of lncRNAs is associated with the loss of odontogenic potential [10].

Previously, we reported the developing morphology and chronology of diphyodont dentition in miniature pigs [4]. We have outlined gene expression profiling and identified 1,542 DEGs using microarrays during early deciduous molar morphogenesis in miniature pigs [11]. RNA-Seq can provide much more valuable insights into the gene expression levels, differential expression, broader range of detection sensitivity, alternative splice forms, and novel transcripts, which are not easily obtained by microarrays [12]. Outlining the complete gene and lncRNA expression profiling during tooth morphogenesis in miniature pigs is required.

The extracellular matrix (ECM) is a stationary skeleton that not only supports cell movement and the maintenance of tooth germ integrity, but also plays a role in the biological guidance and homeostasis of cells during tooth development [13]. The complicated remodeling of the ECM during tooth development draws great research interests, involving cell-cell interaction, cell-ECM interaction, molecular signaling, and pattern formation [14]. However, little is known about the role of the ECM in tooth development. Along with cell division, the ECM is produced and laid down around cells. The ECM bears the tension from the cells and tissues surrounding it, stores molecules, and provides pathways for cells and molecules for survival, migration, proliferation, differentiation, and so on [15]. To date, an in-depth analysis of the tooth germ ECM has not been reported. The present study explained the nature of ECM remodeling from the cap stage to the late bell stage, as well as a novel understanding of the relationship between lncRNAs and ECM assembly during tooth development, in miniature pigs. Dental tissue engineering efforts have yet to identify scaffolds that instruct the formation of bioengineered teeth of a predetermined size and shape [16]. Here, we investigated the ECM molecules present in natural tooth germs and how they can provide insight into how to achieve biomimetic scaffolds for dental tissue engineering.

## 2. Materials and Methods

### 2.1. Ethics Statement

Experiments were performed in strict accordance with the recommendations of the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China). All procedures involving animals were approved by the Animal Care and Use Committee of Capital Medical University, Beijing, China (Permit Number: AEEI-2015-095). In brief, pregnant miniature pigs at embryonic days 40, 50 and 60 (E40, E50, and E60) were anesthetized with a combination of 6 mg/kg ketamine chloride and 0.6 mg/kg xylazine. After removing the fetuses by cesarean section, the pregnant sows were sacrificed by overanesthetization. [17]

### 2.2. Tissue Acquisition and Total RNA Isolation

We chose E40, E50, and E60 stage corresponding to the cap stage, early bell stage, and late bell stage mandibular third deciduous molar (Dm3), respectively. The Dm3s were harvested from the staged embryo mandible under a stereomicroscope (LEICA), rinsed in sterile phosphate buffered saline (PBS), placed into 150 *μ*L RNAlater stabilization solution (ThermoFisher Scientific) for 16 h at 4°C, and then stored at −20°C. Total RNA from Dm3 at each stage was extracted separately using a miniKit (QIAGEN, Germany) according to the manufacturer's protocol. RNA purity was checked using the NanoPhotometer spectrophotometer (IMPLEN, USA). Total RNA was then quantified on a NanoDrop ND-2000 (Thermo Scientific, USA). The RNA integrity was assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, USA), and the RNA with RIN (RNA integrity number) > 8.0 is acceptable for transcriptome library construction. [17, 18]

### 2.3. Transcriptome Sequencing

The RNA sequencing libraries were generated using the rRNA-depleted RNA by Directional RNA Library Prep Kit for Illumina (NEB, USA). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. PCR was performed with Phusion High-Fidelity DNA polymerase, universal PCR primers and Index (X) Primer. The PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The detailed method was used as previously described [19].

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using HiSeq 2500 PE Cluster Kit (Illumina). After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500 platform and 125 bp paired-end reads were generated. The transcriptome sequencing was performed by NovelBio Corp. Laboratory, Shanghai, China. Raw data were firstly processed through in-house perl scripts to obtain clean data by removing reads containing adapter, ploy-N and with low quality that reads with >5% ambiguous bases (noted as N) and low-quality reads containing more than 20 percent of bases with qualities of <13. At the same time, Q20, Q30, and GC content of the clean data were calculated to meet the standard (Q20>90, Q30>85) [20].

### 2.4. Reads Mapping and Data Analysis

All the downstream analyses were based on the clean data with high quality. The clean reads were aligned to the reference genome (Sus scrofa from UCSC) using TopHat v2.0.9 [17, 21, 22]. Differential expression analysis between biological replicates per condition was performed using the DESeq R package (1.10.1) [23]. The resulting P-values were adjusted using the Benjamini and Hochberg's approach for controlling the false discovery rate (FDR). Expression levels of the transcripts, including lncRNAs and mRNAs, were quantified as fragments per kilobase of exon per million fragments mapped (FPKM). Differential gene expression was determined using Cuffdiff with a FC (fold change) ≥ 2 and P-value <0.05 and FDR <0.05 between the different developing stages at E40, E50 and E60. [24]

### 2.5. Gene Set Enrichment Analysis

The functions of DEGs were chosen for Gene Ontology (GO) analysis with online tool (DAVID, http://david.abcc.ncifcrf.gov/). Pathway analysis was used to place differentially expressed coding genes according to Kyoto Encyclopedia of Genes and Genomes (KEGG). Generally, Fisher's exact test followed by Benjamini–Hochberg (BH) multiple testing correction was calculated to select the GO category and the significant pathway. A p value less than 0.05 is considered to be statistically significant.

### 2.6. PPI Network Analysis and Gene Coexpression Networks Analysis

Protein-protein interaction (PPI) network analysis of DEGs was based on the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database, which contains known and predicted PPIs. We constructed the PPI networks by extracting the target gene lists of the ECM pathway from the database.

We created coexpression networks to track the interactions between lncRNAs and DEGs. Gene coexpression networks were created according to the normalized expression values of genes from ECM pathway-related search terms. For each pair of genes, we calculated the Pearson correlation and choose the significant correlation pairs (false discovery rate [FDR] < 0.05) to construct the network. Accordingly, the genes with the highest degrees of connection were identified as the key regulatory genes and lncRNAs. Network structure analysis was used to locate the core regulatory factors (genes). While considering different networks, the core regulatory factors were determined by the degree of difference between the two class samples. The network was visualized using Cytoscape software (version 3.6.1).

## 3. Results

### 3.1. Global Gene Expression Profiles Specific to Pig Tooth Development

The developmental morphology of tooth germs at key development stages was shown in Supplementary Figure 1. Generally, the characteristics of the tooth germ at E40 are the cap-shaped enamel, the dental papilla, and the dental sac enclosing them; compared to E40, the cap-shaped enamel organ was transformed into a bell-shaped structure at E50, in which differentiation occurred to its furthest extent in the cells forming the inner enamel epithelium, stratum intermedium, stellate reticulum, and outer enamel epithelium; the enamel organ at E60 reached the late bell stage, in which the proteins and organic matrix form a partially mineralized enamel and dentin.

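Total RNA of mandibular deciduous molar (Dm3) germs from miniature pigs was sequenced at E40 (cap stage), E50 (early bell stage) and E60 (late bell stage), with 3 libraries per stage. The authors depleted rRNA, prepared directional libraries, aligned paired-end reads to the Sus scrofa genome with TopHat and deposited FPKM values per gene and library, with no further scaling between libraries stated. Of 34580 genes and transcripts listed, 28963 were above 0 in at least 1 library. The FPKM values of a gene rose in equal steps, each worth 1 read, and whole reads were recovered in every library for 28959 of them. The recovered reads were 673467, 767496 and 993804 for the E40 libraries, 14034073, 16071512 and 13716316 for the E50 libraries, and 15558609, 807011 and 1187790 for E60 libraries 1, 2 and 3. For a transcript of 1 kb, 1 read was therefore worth between 0.755 and 1.06 FPKM at E40 and between 0.0599 and 0.0696 FPKM at E50. A value of 3 reads or fewer was taken as the floor, which covers counting error only. The paper states no depth per library in its text. Figures 1(c) and 2(c) label 8 libraries, with E60 libraries 1 and 2 and without E60 library 3. The E50 to E60 fold changes of Supplementary Table 6, however, varied across genes with those computed from E60 libraries 2 and 3 (Pearson r = 0.9997, 22 genes), and less closely with those from E60 libraries 1 and 2 (r = 0.832, 24 genes), 1 and 3 (r = 0.828) or all 3 (r = 0.865). By these values, E60 library 1 did not enter the fold changes of the paper, which gives no reason for leaving out a library. An exchange of library labels between the figures and the deposited values cannot be excluded. Library numbers here are those of the deposited values. Each comparison is therefore given over the 8 libraries without E60 library 1 and then over all 9. Genes with an FPKM of at least 1 in at least 2 libraries were tested with limma on log2(FPKM + 0.1), 19618 over the 9 libraries and 19493 over the 8, in a single fit with a coefficient per stage. Fold changes are on this log2(FPKM + 0.1) scale, which understates the change of genes with low values. Differentially expressed genes had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment and a log2 fold change of at least 1 in either direction. Of the 19618 tested over the 9 libraries, the 632 that NCBI RefSeq types as lncRNA for the Sscrofa11.1 assembly were treated as lncRNAs, and the other 18986 as genes. Of the 34580 listed, 13725 had no RefSeq type, many of which Supplementary Tables 3 and 4 list as noncoding.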

We analyzed the mRNA and lncRNA expression levels measured in the tooth germs E40, E50, and E60. The sequence data is deposited in Gene Expression Omnibus (GEO) of National Center for Biotechnology Information (NCBI) database with GEO accession code GSE122516. We found that the gene expression patterns showed significantly different expression levels among the E40, E50, and E60 stages. 

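Across the 19618 genes tested, the Pearson r of log2(FPKM + 0.1) between libraries was computed for all 36 pairs. It lay between 0.959 and 0.983 among the E50 libraries and E60 library 1, and between 0.743 and 0.838 among the E40 libraries and E60 libraries 2 and 3. Between these sets, of 4 and 5 libraries, it lay between 0.301 and 0.609. E60 library 1 had a mean r of 0.967 with the E50 libraries and of 0.463 with the other E60 libraries. The 4 libraries of the first set have between 13716316 and 16071512 recovered reads and the 5 of the second between 673467 and 1187790. All E40 libraries lie in one set and all E50 libraries in the other, so that the stage and the set of libraries cannot be told apart from E40 to E50. The same holds from E50 to E60 over the 8 libraries without E60 library 1. Genes are not independent replicates, and these values describe the libraries. Comparing E40 with E60 over all 9 libraries, limma with Benjamini-Hochberg adjustment gave 354 genes and lncRNAs past the limits, 130 higher and 224 lower at E60, of 19618 tested. Over the 8 libraries it gave 1181, of which 268 were higher and 913 lower at E60, and with median-ratio scaling of these 8 libraries 490 were higher and 465 lower.

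**Figure D1:**
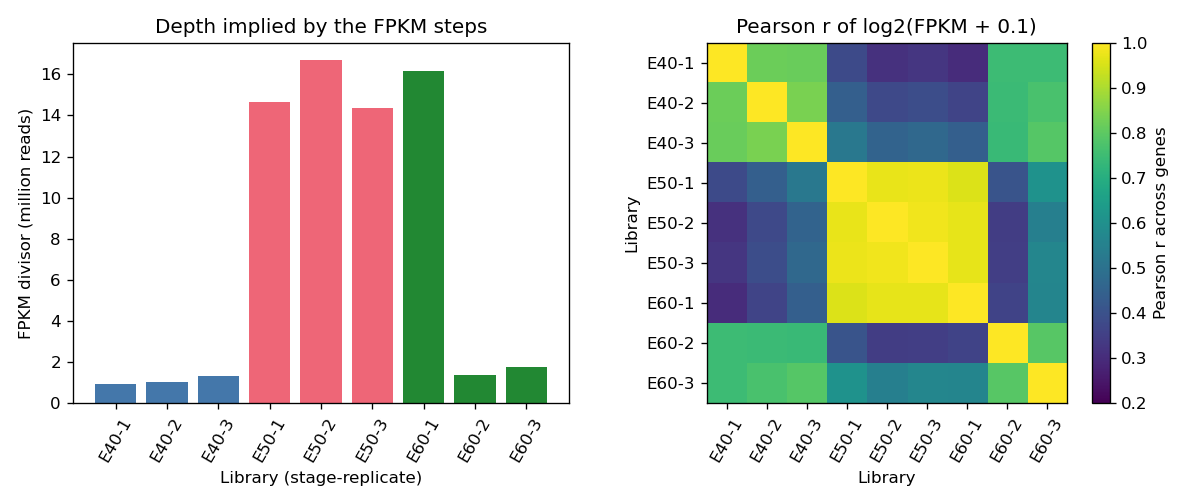
Left, the depth of each library, as the FPKM divisor in megareads, in bars starting at 0 and coloured by stage. Right, the Pearson r of log2(FPKM + 0.1) across 19618 genes for each pair of libraries, on a colour scale from 0.2 to 1, where the E50 libraries and E60 library 1 form the block with r of at least 0.959.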

The volcano plot in Figure 1(a) was created to identify differences among mRNAs by setting stringent criteria using the EBSeq algorithm (fold changes [FC] > 2 or FC < 0.5 and FDR < 0.05). 

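The median log2 fold change of all genes and lncRNAs tested was 0.54 from E40 to E50 and -0.94 from E50 to E60 over the 8 libraries without E60 library 1, and 0.55 and -0.64 over all 9. When the FPKM values were first scaled by the median ratio of each library to the geometric mean of all, as DESeq's size factors are, the medians were -0.08 and 0.07 over the 8 libraries and -0.09 and 0.08 over all 9. A fold change smaller than these shifts has a direction that depends on the scaling.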

The Venn diagram and clustered heatmaps of DEGs are shown in Figures 1(b) and 1(c). The DEGs were identified during the transition from the cap- to bell stage (E40 to E50); 3,238 DEGs were identified, including 1,599 upregulated genes, and 1,639 downregulated genes (Supplementary Table 1). 

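From E40 to E50, limma with Benjamini-Hochberg adjustment gave 10296 DEGs among 18868 genes tested over the 8 libraries without E60 library 1, of which 5831 were upregulated and 4465 downregulated. All 9 libraries gave 7282 DEGs among 18986 genes tested, 3234 upregulated and 4048 downregulated. The set of libraries changes together with the stage in this comparison. Median-ratio scaling moved the balance to 3043 upregulated and 5157 downregulated over the 8 libraries. Starting from all 9 libraries, leaving out E50 library 2 or E50 library 3 moved the number most, each to 55 DEGs, with 7169 and 7246 genes at an unadjusted p under 0.05. These fits share 1 estimate of spread over all stages, which includes E60 library 1. A fit of the E40 and E50 libraries alone gave 10638 DEGs. No further library was left out of the 8. The drop to 55 can therefore not be put down to single E50 libraries alone. Among DEGs with a symbol not starting with LOC, a mean of at least 5 FPKM in the higher stage and no overlap between the libraries of both stages, the largest falls were those of tRNA-Cys, tRNA-Asn and TEX14. tRNA-Cys had 870, 860 and 977 reads in the E40 libraries and 1, 0 and 0 at E50, and tRNA-Asn had 295, 266 and 300 reads at E40 and at most 1 at E50. TEX14 had 10469.9 ± 1808 FPKM (SD, n = 3) at E40, 10.1 ± 14.8 FPKM (SD, n = 3) at E50, and 1.72, 18386 and 8209 FPKM in E60 libraries 1, 2 and 3. The largest rises were those of MIR19A, TRNAL-CAA and TRNAH-GUG. All of these were listed at 0 in the 3 E40 libraries, and reached 104 ± 25.1, 74.7 ± 39.4 and 44.3 ± 17.7 FPKM (SD, n = 3), respectively, at E50.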

During the transition from the early bell to late bell stage (E50 to E60), 4,562 DEGs were identified, including 2,309 upregulated and 2,253 downregulated genes (Supplementary Table 2). 

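Between E50 and E60, limma with Benjamini-Hochberg adjustment gave 11183 DEGs among 18868 genes over the 8 libraries without E60 library 1, 3672 of them upregulated and 7511 downregulated. Over all 9 libraries it gave 13 DEGs among 18986 genes, 10 upregulated and 3 downregulated, while 5713 genes had an unadjusted p under 0.05. The comparison thus passed the limits for most genes only where E60 library 1 was left out. With median-ratio scaling the 8 libraries gave 7144 DEGs, and the majority changed direction, with 4689 upregulated and 2455 downregulated. The largest rises over all 9 libraries, with no overlap between stages, were those of the enamel matrix genes ENAM, AMBN and AMEL. ENAM had 0.123 ± 0.0792 FPKM (SD, n = 3) at E50 and 890.5, 212 and 327 FPKM in E60 libraries 1, 2 and 3, a log2 fold change of 10.27 (standard error 0.42, adjusted p = 3.6e-06) from limma with Benjamini-Hochberg adjustment over the 8 libraries and 10.85 (standard error 0.57, adjusted p = 9.73e-05) over all 9. AMBN had 3.86 ± 0.840 FPKM (SD, n = 3) at E50 and 10410.0, 2181 and 5371 FPKM in the E60 libraries, with log2 fold changes of 9.78 and 10.31 (adjusted p = 4.23e-06 and 0.000102 from limma with Benjamini-Hochberg adjustment). For AMEL the values were 4.76 ± 0.850 FPKM (SD, n = 3) at E50 and 6991, 990.1 and 2686 FPKM at E60. No gene with a symbol other than LOC was downregulated over all 9 libraries. The 3 downregulated genes, named after their values were seen, were LOC733603 and LOC100737594, both listed at 0 in every E60 library, and LOC100739552, with a log2 fold change of -2.40.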

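Between E40 and E50, limma with Benjamini-Hochberg adjustment gave 354 differentially expressed lncRNAs among 625 tested over the 8 libraries without E60 library 1, 106 of them upregulated and 248 downregulated. Over all 9 libraries it gave 298 among 632 tested, 62 upregulated and 236 downregulated. These are the lncRNAs that RefSeq types as such. When the transcripts typed as noncoding in Supplementary Tables 3 and 4 were added, a set that contains the paper's own calls and was chosen after seeing the data, 1820 of 2162 passed over the 8 libraries, 155 upregulated and 1665 downregulated, and 1726 of 2169 over all 9. Starting from all 9 libraries, leaving out E50 library 2 or 3 left 3 of the RefSeq lncRNAs past the limits, in fits that still include E60 library 1. LOC102165705, which RefSeq types as lncRNA, had 155 ± 36.1 FPKM (SD, n = 3) at E40 and 0.590 ± 0.640 FPKM (SD, n = 3) at E50. Its log2 fold change was -8.22 (standard error 0.60, adjusted p = 9.03e-06) over the 8 libraries from limma with Benjamini-Hochberg adjustment, and its adjusted p was 0.0252 over all 9 by the same test.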

We identified 1,464 differentially expressed lncRNAs during the transition from the cap to bell stage (E40 to E50), including 59 upregulated genes, and 1,405 downregulated lncRNAs (Supplementary Table 3). 

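For the transition from E50 to E60, 346 of 625 lncRNAs were differentially expressed over the 8 libraries without E60 library 1 by limma with Benjamini-Hochberg adjustment, 235 upregulated and 111 downregulated. Over all 9 libraries 1 of 632 was, with 210 at an unadjusted p under 0.05. That lncRNA, LOC102167067, named after its values were seen, was listed at 0 in all E40 and E60 libraries. With the transcripts typed as noncoding in Supplementary Tables 3 and 4 added, 1747 of 2162 passed over the 8 libraries, of which 1590 were upregulated, and 2 of 2169 over all 9, with 1214 at an unadjusted p under 0.05. LOC102165705 had 0.659, 1104 and 735 FPKM in E60 libraries 1, 2 and 3. LOC100516145, also typed as lncRNA, rose from 2.22 ± 0.419 FPKM (SD, n = 3) at E50 to 16.5, 119 and 111 FPKM in the E60 libraries, a log2 fold change of 5.65 (standard error 0.26, adjusted p = 3.82e-06) over the 8 libraries and 4.72 (standard error 0.69, adjusted p = 0.0642) over all 9 from limma with Benjamini-Hochberg adjustment.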

We also identified 969 differentially expressed lncRNAs during the transition from the early bell to late bell stage (E50 to E60), including 943 upregulated genes, and 26 downregulated lncRNAs (Supplementary Table 4). The Venn diagram, histogram, and clustered heatmaps of differentially expressed lncRNAs are shown in Figures 2(a), 2(b), and 2(c). As an initial framework for understanding lncRNA function, lncRNAs can be broadly classified into those that act in* cis*, influencing the expression and/or chromatin state of nearby genes and those that execute an array of functions throughout the cell in* trans* [25, 26]. Interestingly, the majority of the expressed novel lncRNAs were downregulated during the cap stage, but upregulated during the bell stage in our data set. 

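Of the 248 RefSeq lncRNAs downregulated from E40 to E50 over the 8 libraries without E60 library 1, 218 were also upregulated from E50 to E60. In E60 library 1, which those calls do not use, 13 of the 218 were at least 1 log2 unit above their E50 mean, 183 were within 1 unit and 22 were at least 1 unit below. The median difference from E50 over these 218 was -0.18 on the log2 scale in E60 library 1 and 4.36 in E60 libraries 2 and 3. In the set that adds the transcripts of Supplementary Tables 3 and 4, 1545 were both downregulated and then upregulated, of which 89 were at least 1 log2 unit above E50 in E60 library 1. With all 9 libraries no RefSeq lncRNA passed the limits in both directions, while 156 had an unadjusted p under 0.05 in both. Over all 632 lncRNAs tested, chosen without regard to their change, the median difference from the E50 mean was 0.89 for E40, 0.49 for E60 libraries 2 and 3 and -0.04 for E60 library 1. The rise from E50 to E60 was thus present in the E60 libraries of the E40 set and was not present in the E60 library of the E50 set.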

The potential mechanism for this remains to be further explored.

### 3.2. Tooth Development-Related Genes Are Enriched in ECM Pathway

The significantly enriched KEGG pathways were identified (*P* < 0.05, FDR < 0.05) (Supplementary Table 5). The functional pathway analyses demonstrated potential modulating pathways, such as ECM receptor interaction pathways, the TGF-*β* signaling pathway, and the calcium signaling pathway. 

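The ECM families named in Section 3.3 (integrins, COL1, COL4, COL6, thrombospondins, laminins and the platelet glycoproteins GP1BA, GP1BB, GP5, GP6 and GP9) were compared with the other genes by a two-sided Fisher's exact test, since the full KEGG gene set was not used here. The background was the tested genes with a symbol not starting with LOC. From E40 to E50, 22 of 43 family genes were DEGs over the 8 libraries without E60 library 1 (odds ratio 0.963, Fisher's exact test, p = 1). Over all 9 libraries 16 of 43 were, or 37.2%, against 32.5% of 11313 other genes (odds ratio 1.23, Fisher's exact test, p = 0.517). In the later transition, from E50 to E60, 30 of 43 family genes were DEGs over the 8 libraries (odds ratio 1.49, Fisher's exact test, p = 0.274), and none over all 9, where 9 of the 11313 other genes were. In the first 3 of these tests the family genes were not distinguishable from other genes, and the last rests on 9 DEGs. With median-ratio scaling of all 9 libraries, 5 of 43 were DEGs from E50 to E60 (odds ratio 23.9, Fisher's exact test, p = 4.97e-06). With this scaling of the 8 libraries, 14 of 43 were, or 32.6%, against 31.9% of 11266 other genes (odds ratio 1.03). The excess of family genes was thus not present over the 8 libraries. In Supplementary Table 5 the paper reports 24 of 82 genes of the ECM-receptor interaction pathway among 1047 DEGs, with a p of 0.000577 and an adjusted p of 0.0843, both the paper's own. The paper's values there are 0.481 and 1 for the TGF-beta signaling pathway and 0.00814 and 0.476 for the calcium signaling pathway.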

We focused on the ECM receptor interaction pathways, which play a key role in environmental information processing (Figure 3(a)).

The tooth consists of three principal mineralized tissues: enamel, dentin, and the surrounding bone. Development of these tissues requires ECMs that contain distinct sets of genes. We obtained global and novel ECM gene expression profiles during the cap and bell stages. The expression changes in the ECM pathway genes from the cap to the bell stage are shown in Figure 3(b) and Supplementary Table 6. 

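All 39 unique genes of Supplementary Table 6 were found, 12 of them listed for both transitions. From E40 to E50, 24 of the 27 listed genes passed the filter on low values, and all 24 changed in the direction listed. By limma with Benjamini-Hochberg adjustment, 23 were DEGs over the 8 libraries without E60 library 1 and 20 over all 9. For E50 to E60, 22 of the 24 listed genes were tested and all 22 changed in the direction listed over all 9 libraries. Of these, 19 were DEGs over the 8 libraries and none over all 9, where 17 had an unadjusted p under 0.05. Adjusted over the listed genes alone, 23 and 16 passed over all 9 libraries. The list is the paper's own selection of changed genes from these libraries, so that this count shows no stability. VTN, COL6A6, LAMB4 and TNXB were below the filter. In E60 library 1 alone, 5 of the 11 genes listed as higher at E60 were at least 1 log2 unit above their E50 mean, among them LAMA3 by 3.98, LAMB3 by 2.29, COL1A1 by 2.13 and IBSP by 1.66. Of the 13 listed as lower, 1 was at least 1 log2 unit below, COL4A6 at -1.04. The direction was that of the list for 19 of the 24 in this library, which has no replicate in its set.

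**Figure D2:**
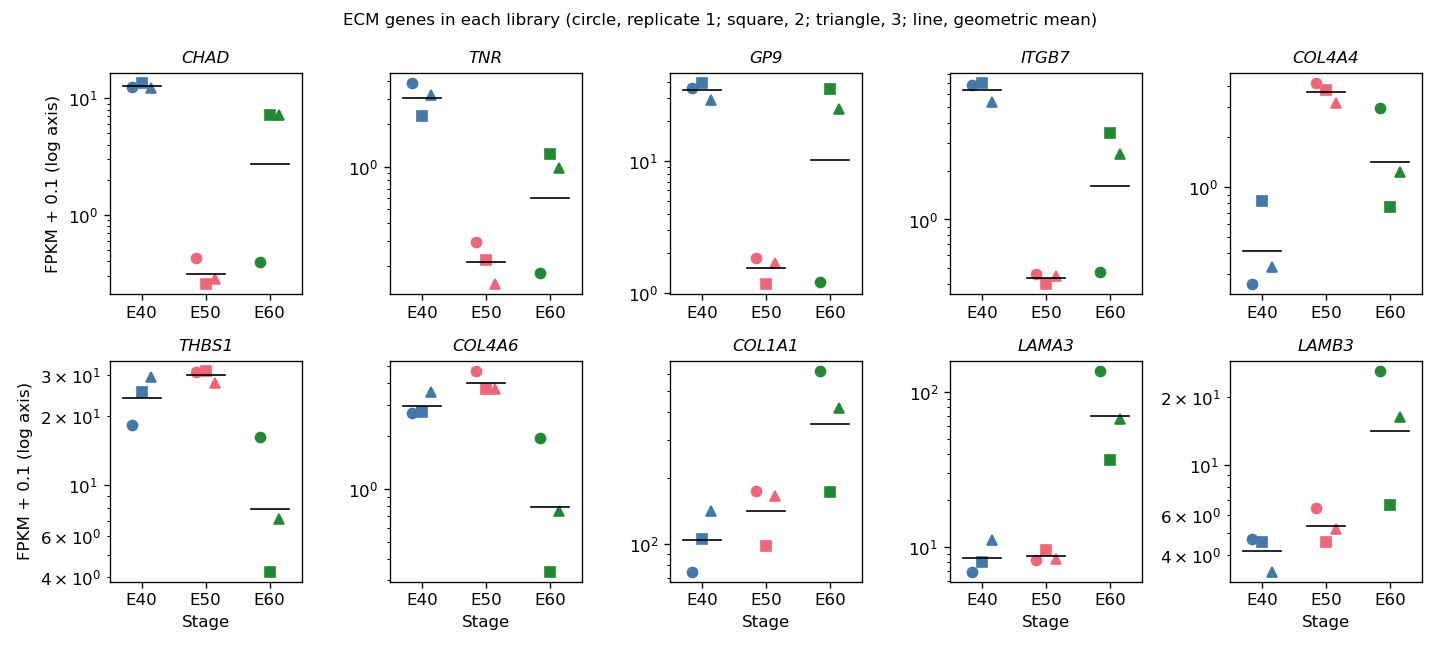
FPKM + 0.1 of 10 ECM genes in each library by stage, on log axes whose ranges differ between genes; markers give the replicate and lines the geometric mean of 3 libraries. E60 replicate 1 (circle) lies near the E50 libraries for CHAD, TNR, GP9 and ITGB7, and above the other E60 libraries for COL1A1, LAMA3 and LAMB3.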

Some of the ECM genes first increased, then decreased, such as* VTN, COL4A4, ITGA8*, and* ITGA4*; some decreased continually, such as* COL6A3*; some first downregulated then upregulated such as* CHAD, TNR,* and* GP9*. 

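VTN had no read in any E40 library, 3, 4 and 2 reads in the E50 libraries and 8, 0 and 0 in E60 libraries 1, 2 and 3, so that no change was detectable at this depth. COL4A4 had 1, 5 and 2 reads, or 0.373 ± 0.307 FPKM (SD, n = 3), at E40, 3.63 ± 0.517 FPKM (SD, n = 3) at E50 and 2.87, 0.663 and 1.13 FPKM in the E60 libraries. Its log2 fold change from E40 to E50 was 3.16 (standard error 0.53, adjusted p = 0.00109 over the 8 libraries without E60 library 1; adjusted p = 0.0137 over all 9, limma with Benjamini-Hochberg adjustment). From E50 to E60 it was -1.93 over the 8 libraries and -1.40 over all 9 (adjusted p = 0.0209 and 0.183, limma with Benjamini-Hochberg adjustment). ITGA8 rose by 2.61 from E40 to E50 and then changed by -1.50 (adjusted p = 0.000163 and 0.00619 over the 8 libraries, limma with Benjamini-Hochberg adjustment). Over all 9 its later change was -1.09 and did not pass (adjusted p = 0.0124 for the rise and 0.167 for the later change by the same test), and with median-ratio scaling it did not pass over either set. ITGA4 rose from 4.89 ± 0.525 FPKM to 52.9 ± 8.42 FPKM (SD, n = 3) and had 143, 19.3 and 36.8 FPKM in E60 libraries 1, 2 and 3, so that its direction from E50 to E60 differed between the libraries. COL6A3 rose from 10.4 ± 2.49 to 32.3 ± 4.21 FPKM (SD, n = 3), a log2 fold change of 1.64 (adjusted p = 0.000713 over the 8 libraries and 0.0193 over all 9, limma with Benjamini-Hochberg adjustment), and then changed by -2.06 over the 8 libraries and -1.65 over all 9 (adjusted p = 0.000455 and 0.164, limma with Benjamini-Hochberg adjustment). With median-ratio scaling of all 9 libraries both changes were under the limit, at 0.98 and -0.88. CHAD had 12.7 ± 0.655 FPKM at E40, 0.218 ± 0.0905 FPKM (SD, n = 3) at E50 and 0.292, 7.15 and 7.07 FPKM in the E60 libraries. TNR had 3.00 ± 0.811 and 0.120 ± 0.0718 FPKM (SD, n = 3) at E40 and E50 and 0.0788, 1.13 and 0.883 FPKM at E60, and GP9 had 34.5 ± 5.05, 1.48 ± 0.355 and 1.11, 35.3 and 24.8 FPKM in the same order. The fall from E40 to E50 passed the limits for CHAD, TNR and GP9 over both sets of libraries. Over the 8 libraries the rise to E60 passed too, with log2 fold changes of 4.54, 2.37 and 4.26 (adjusted p = 2.32e-05, 0.00583 and 1.59e-05, limma with Benjamini-Hochberg adjustment). Over all 9 it did not (adjusted p = 0.164, 0.211 and 0.164 by the same test), and in E60 library 1 the 3 genes differed from their E50 mean by 0.34, -0.25 and -0.35 on the log2 scale.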

During tooth development, the collagen genes, such as* COL4A4, COL4A6, COL6A3, COL1A1*, and* COL6A6*, changed dramatically.* COL4A4* was the main collagen component during the cap stage.* COL1A1* increased sharply at the time of early bell stage and considered to play the dominant role in the mechanical support.* ITGB7, LAMB3, LAMA3*, and* LAMC2* were upregulated markedly, suggesting the important roles in the ECM pathway during the bell stage. 

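At E40, COL3A1 had the highest FPKM of the 38 collagen genes listed, with 388 ± 80.7 (SD, n = 3), followed by COL1A2 with 184 ± 53.1 and COL1A1 with 108 ± 33.5. COL4A4 ranked 36 of 38 by its mean at E40, and 36, 33 and 35 in the single E40 libraries. At E50 it ranked 25. COL1A1 had 146 ± 42.3 FPKM (SD, n = 3) at E50 and 620.1, 172 and 419 FPKM in E60 libraries 1, 2 and 3. Its log2 fold change from E40 to E50 was 0.44 (adjusted p = 0.376 over the 8 libraries without E60 library 1 and 0.493 over all 9, limma with Benjamini-Hochberg adjustment), and median-ratio scaling reversed it to -0.20 and -0.22. From E50 to E60 it was 0.93 over the 8 libraries and 1.33 over all 9 (adjusted p = 0.113 and 0.164, limma with Benjamini-Hochberg adjustment). The libraries overlapped, since E60 library 2 was below E50 library 1, which had 175 FPKM. With median-ratio scaling this rise passed the limits, with log2 fold changes of 2.00 and 2.11 (adjusted p = 0.000751 over the 8 libraries and 0.0205 over all 9, limma with Benjamini-Hochberg adjustment). COL4A6 fell from 3.94 ± 0.577 FPKM (SD, n = 3) at E50 to 1.85, 0.237 and 0.650 FPKM at E60. COL6A6 had at most 6 reads in any library. LAMA3 had 8.62 ± 0.737 FPKM (SD, n = 3) at E50 and 137, 36.4 and 66.7 FPKM at E60, a log2 fold change of 2.50 (standard error 0.33, adjusted p = 0.000324) over the 8 libraries and 2.99 (standard error 0.48, adjusted p = 0.0849) over all 9 from limma with Benjamini-Hochberg adjustment. LAMB3 had 5.30 ± 0.937 FPKM (SD, n = 3) at E50 and 26.0, 6.52 and 16.2 FPKM at E60. Over the 8 libraries its adjusted p was 0.0702 by limma with Benjamini-Hochberg adjustment, and with median-ratio scaling it passed the limits over the 8 libraries and over all 9 (adjusted p = 0.00148 and 0.0345 by the same test). ITGB7 had 0.335 ± 0.0332 FPKM (SD, n = 3) at E50 and 0.370, 3.36 and 2.45 FPKM at E60, below the 6.30 ± 0.910 FPKM of E40. From the rise of genes such as ITGB7, LAMB3 and LAMA3 the paper proposes roles for them in the ECM pathway at the bell stage.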

Basement membranes (BMs) are the first extracellular matrices to appear in development [27]. They not only provide the scaffold for cells and cell layers, but also play an essential role in morphogenesis, which affects cell adhesion, migration, proliferation, and differentiation. 

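Among the type IV collagen genes, COL4A1 had 17.9 ± 3.37 FPKM at E40, 53.1 ± 7.74 FPKM (SD, n = 3) at E50 and 40.2, 9.33 and 18.1 FPKM in E60 libraries 1, 2 and 3. COL4A2 had 18.0 ± 3.65, 39.9 ± 9.13 and 17.0 ± 7.80 FPKM (SD, n = 3) at E40, E50 and E60. COL4A5 had 11.2 ± 0.366 and 14.3 ± 1.64 FPKM (SD, n = 3) at E40 and E50 and 7.17, 1.65 and 2.41 FPKM at E60. COL4A3 was listed at 0 in all 9 libraries. Of the laminin alpha genes, LAMA2 had 6.79 ± 0.711 and 26.9 ± 3.74 FPKM (SD, n = 3) at E40 and E50 and 27.5, 5.04 and 9.34 FPKM at E60, and LAMA4 had 12.1 ± 1.22, 48.2 ± 5.24 and 64.3, 14.8 and 24.8 FPKM.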

BMs have been reported to consist of* COL4, LAMA,* and other molecules that were detected in our research and interact with each other to form supramolecular structures [28]. The structures and components of ECMs were tooth-specific structures and functions. Further analysis showed there were simultaneous bindings of the miRNA to the candidate lncRNA and mRNA (Figure 5, Supplementary Table 7), such as, LOC102165412 targeting THBS1 by ssc-miR-7143-5P. The colocalization of the candidate lncRNAs and mRNAs (Supplementary Table 8), such as LOC102164680 colocated with COL1A1 and LOC102165704 coexpressed with COL1A (Supplementary Figure 2).

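LOC102164680, which has no RefSeq type, had 5577 ± 684 FPKM at E40, 41.8 ± 46.1 FPKM (SD, n = 3) at E50 and 44.0, 15689 and 10102 FPKM in E60 libraries 1, 2 and 3. Its reads were 536, 37 and 146 in the E50 libraries. From E40 to E50 it fell by 7.84 on the log2 scale (standard error 0.87, adjusted p = 0.000102 over the 8 libraries without E60 library 1; adjusted p = 0.0180 over all 9, limma with Benjamini-Hochberg adjustment), while COL1A1 did not change beyond the replicate error. Supplementary Table 8 pairs LOC102164680 with COL1A2 and not with COL1A1. COL1A2 rose by 2.27 on the log2 scale from E40 to E50 (adjusted p = 0.000554 over the 8 libraries and 0.0295 over all 9, limma with Benjamini-Hochberg adjustment). Positions on the genome were not used here, since the build of the authors' alignment is not stated.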

### 3.3. The Protein-Protein Interaction in the ECM Pathway

We subjected the ECM DEG profiles of tooth development to the STRING database (https://string-db.org) and focused on gene-gene interaction in the ECM pathway during E40 to E50 (Figure 4(a)) and E50 to E60 (Figure 4(b)) using a high confidence score (coefficient > 0.7). The ECM DEGs were* ITGA, ITGB, COL1, COL4, COL6, THBS, LAMA, LAMB, LAMC*, and* GP*. In this network,* THBS1, COL1A1, COL4A1, COL4A6, LAMB3, LAMC2, *and* LAMA3* have experimentally determined interactions. Gene ontology (GO) analysis (http://geneontology.org/), which is the key functional classification in the National Center for Biotechnology Information (NCBI) database (http://www.ncbi.nlm.nih.gov/), was used to determine the main function of the ECM genes. During the cap stage (E40 to E50) the ECM DEGs were involved in most aspects of cellular processes, including development, differentiation, growth, and apoptosis. The GO enrichments were extracellular matrix organization, cell adhesion, integrin-mediated signaling pathway, cell-matrix adhesion, and cell morphogenesis involved in differentiation. However, during the bell stage (E50 to E60), the ECM DEGs were enriched in terms of their extracellular matrix organization and disassembly, collagen catabolic processes, and anatomical structure morphogenesis.

### 3.4. The lncRNAs Closely Associated with the ECM Pathway

To further identify the relationship between the ECM pathway and lncRNAs, a diagram of the lncRNA modulation of the ECM signaling pathway was created to provide useful clues on the mechanism associated with tooth development. 

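Supplementary Table 6 lists 27 ECM genes for E40 to E50, 16 higher and 11 lower at E50, and 24 for E50 to E60, 11 higher and 13 lower at E60. Comparing E60 libraries 2 and 3 with the E40 libraries, which lie in the same set of libraries, 4 of the 11 genes listed as higher at E60 were at least 1 log2 unit above E40 and 6 of the 13 listed as lower were at least 1 unit below. At least 1 unit in the opposite direction were TNR (-1.46) and ITGB7 (-1.10), listed as higher at E60, and COL4A4 (1.22), listed as lower. CHAD, listed as lower and then higher, differed from E40 by -0.83 on the log2 scale in E60 libraries 2 and 3.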

Within the pathway, 39 unique ECM genes were enriched. 

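Figure 5 names 17 lncRNAs, all of which were found, 3 typed as lncRNA by RefSeq and 14 without a type. The median FPKM over them was 15.6, 12.9 and 10.5 in the E40 libraries, 0.399, 0.0973 and 0.161 in the E50 libraries, and 0.149, 64.3 and 47.8 in E60 libraries 1, 2 and 3. With COL4A6, COL4A5 and THBS1 they make 51 pairs. Over the libraries these lncRNAs except LOC100516145 fall into separate clusters, of 4 libraries (E50 and E60 library 1) and of 5. LOC100516145 had 16.5 FPKM in E60 library 1. That lies among its E40 values (12.7 to 16.8 FPKM) and above those of E50 (1.74 to 2.53 FPKM). In E60 libraries 2 and 3 it had 119 and 111 FPKM. No pooled coefficient is given, and the relation cannot be tested within either cluster. Counted by a permutation test of Pearson's r over all libraries with Benjamini-Hochberg adjustment over the 51 pairs, 7 pairs had an adjusted p under 0.05 over the 8 libraries without E60 library 1 and 3 over all 9. All of these were negative. The 3 pairs over all 9 libraries were LOC100516145 with COL4A5, COL4A6 and THBS1 (permutation test, adjusted p = 0.00714, 0.00739 and 0.0151), named after their values were seen. The count depended on the scale of the values, with 51 pairs for FPKM without log transformation and none after median-ratio scaling, where 3 had an unadjusted p under 0.05. By an exact permutation test of Pearson's r, a choice made after seeing the data, 426 of 625 RefSeq lncRNAs over the 8 libraries and 490 of 632 over all 9 had an adjusted p under 0.05 with at least 1 of the 39 ECM genes, with Benjamini-Hochberg adjustment over all pairs. With p taken from the t distribution of r for this count alone, the numbers were 452 and 496. LOC102164777 had 54.2 ± 10.9 FPKM at E40, 0.544 ± 0.619 FPKM (SD, n = 3) at E50 and 0.593, 1350.1 and 904 FPKM at E60.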

Additionally, joint analysis showed 845 lncRNAs were coexpressed with ECM genes (Supplementary Figure 2).* COL4A6, COL4A5*, and* THBS1* were coexpressed with the lncRNAs LOC102165705, LOC102164777, LOC100516145, etc. The genes, including* TNR, SV2A, ITGB7, ITGB1, ITGB8, VTN, GP5, GP9, THBS3, ITGA3, ITGA9, GP1BA, LAMA2, LAMA4, LAMC3*, and* CHAD*, encode essential signaling molecules for the ECM pathway, and the coexpression networks indicated correlations between all lncRNAs and mRNAs in the ECM pathway (Figure 5).

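The number of lncRNAs counted as coexpressed with ECM genes was recomputed to separate differences within a stage from those between stages. After the mean of each stage was subtracted, 388 of 632 lncRNAs and all 51 pairs of Figure 5 had an adjusted p under 0.05, the lncRNAs by the t distribution of r and the pairs by the permutation test. After the stage means were subtracted and E60 library 1 was left out, none of 625 lncRNAs and none of the 51 pairs had, with 1 pair at an unadjusted p under 0.05. The correlation within stages therefore rested on the difference between E60 library 1 and the other E60 libraries. Without the E50 libraries, 276 of 585 lncRNAs were counted, and none of the 51 pairs, of which 3 had an unadjusted p under 0.05. The paper concludes that genes and lncRNAs act jointly and that this identifies a core program of deciduous molar development.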

## 4. Discussion

In the present study, we identified 4,562 and 3,238 DEGs from the E40 to E50 and E50 to E60 tooth germs, respectively. We also obtained a total of 1,464 and 969 differentially expressed lncRNAs from E40 to E50 and from E50 to E60, respectively. The DEGs were subjected to KEGG pathway analysis, and were found to be significantly enriched for the ECM receptor interaction pathway. 

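GP1BA had 3, 2 and 1 reads in the E50 libraries and 1, 3 and 3 in E60 libraries 1, 2 and 3, or 0.0653 ± 0.0339 FPKM (SD, n = 3) at E50 and 0.0308, 1.08 and 0.847 FPKM at E60, where 1 read stands for different FPKM values in libraries of different depth. All of these are at or under the floor of 3 reads, and no fold change is given here. The rise passed the limits over the 8 libraries without E60 library 1 (adjusted p = 0.00461, limma with Benjamini-Hochberg adjustment) and not over all 9 (adjusted p = 0.204 by the same test). ITGB7 changed by 2.77 on the log2 scale (standard error 0.37, adjusted p = 0.000364) over the 8 libraries without E60 library 1 and by 1.89 (standard error 0.75, adjusted p = 0.164) over all 9, by limma with Benjamini-Hochberg adjustment. THBS1 had 24.3 ± 5.74 and 29.9 ± 2.02 FPKM (SD, n = 3) at E40 and E50 and 16.2, 4.12 and 7.05 FPKM in the E60 libraries. Its log2 fold change from E50 to E60 was -2.45 over the 8 libraries and -1.93 over all 9 (adjusted p = 0.000273 and 0.164, limma with Benjamini-Hochberg adjustment). For COL4A1 and COL4A6 it was -2.01 and -3.00 over the 8 libraries (adjusted p = 0.000986 and 0.000575, limma with Benjamini-Hochberg adjustment), and -1.47 and -2.34 over all 9 (adjusted p = 0.164 for both by the same test). With median-ratio scaling of the 8 libraries COL4A1 was under the limit at -0.94, while THBS1 and COL4A6 passed at -1.38 and -2.05. With this scaling of all 9 none of these genes passed, at -0.70 for COL4A1, -1.16 for THBS1 and -1.66 for COL4A6. In FPKM without further scaling, every E60 library was below every E50 library for THBS1, COL4A1 and COL4A6.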

ECM genes, such as* LAMA3, COL1A1, CHAD, TNR, GP1BA*, and* ITGB7*, were significantly upregulated and were shown to contribute specifically to the bell stage development, but the ECM genes* THBS1, COL4A4, COL4A1*, and* COL4A6* were significantly downregulated during the bell stage. Previous studies showed the interactions among* THBS1, COL1A1, COL4A1*, and* COL4A6, *which are regulated by lncRNAs; therefore, these interactions may change ECM processes, especially the collagen components, for accomplishing full tooth formation.

The ECM is a fundamental component of the microenvironment of cells and has been substantially expanded during the evolution of vertebrates [13]. Some of this expansion has contributed to structural components, but it is evident that this is only one role of the ECM. The ECM provides much more than mechanical support and a locus for cell adhesion, and native ECMs are necessary for cellular recognition and interaction, in addition to overcoming various technical challenges in regulating tooth sizes and achieving high porosity structures [29]. Dental tissue engineering efforts have yet to identify scaffolds that instruct the formation of bioengineered teeth of predetermined size and shape [30]. Here, we identified novel key genes involved in the ECM during deciduous molar development, so that we also can investigate whether ECM molecules present in natural tooth scaffolds can provide insights into achieving tooth regeneration.

Transcriptional regulation is fundamental to understanding the molecular mechanism of tooth development [31, 32]. However, at present, none of the known lncRNAs have demonstrated functional roles in tooth development in large mammals [33]. The basic goal of this study was to establish a database of lncRNA expressions during tooth formation, which could provide a broad foundation to guide focused studies of lncRNA function and regulation of mechanisms that govern the maturation of tooth germ processing. RNA-Seq is the method of choice for gene expression analysis due to the accuracy and the wide dynamic range of the data generated [9]. This extensive RNA-Seq comparison allowed, for the first time, a gene interaction analysis of ECM genes during the cap and late bell stages of tooth development. Here, we also generated complete lncRNAs transcriptome profiles in miniature pigs with a high throughput RNA-Seq method. The differential analyses of global lncRNA expression revealed significant differences between E40, E50, and E60 germs. Our previous study showed that from the early stage of the cap (E40) to the early bell stage (E50), the mRNA expression pattern of miniature pigs was downregulated by a large number of genes From E50 to E 60, the mRNA expression pattern was upregulated by a large number of genes [11]. The regulation of mRNA is similar to the regulation of lncRNA. It is considered that the period from the cap stage to the bell stage is the key stage of tooth crown formation, and there are a large number of cell differentiation changes from E40-E60. 

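The balance of directions was compared between genes and lncRNAs. Of the DEGs with a symbol not starting with LOC, 4282 were upregulated and 1610 downregulated from E40 to E50 over the 8 libraries without E60 library 1, and 1195 were upregulated and 5681 downregulated from E50 to E60, by limma with Benjamini-Hochberg adjustment. With all 9 libraries the numbers were 2304 and 1390 from E40 to E50, and 9 and 0 from E50 to E60, with 3356 genes at an unadjusted p under 0.05. For the RefSeq lncRNAs the 8 libraries gave the opposite balance in both transitions. This difference depended on the genes counted and on the scaling. With median-ratio scaling of the 8 libraries, more DEGs of all symbols were downregulated than upregulated from E40 to E50 and more were upregulated from E50 to E60, as for the lncRNAs (53 upregulated and 263 downregulated, then 260 and 44). All DEGs over all 9 libraries also had the balance of the lncRNAs from E40 to E50. These DEGs include transcripts without a RefSeq type, many of them noncoding. The protein-coding DEGs had the opposite balance there, with 2450 upregulated and 1677 downregulated over all 9 libraries and 4578 and 1917 over the 8. With median-ratio scaling the protein-coding genes were not counted alone.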

The results also revealed previously unknown tooth germ ECM components, including* COL4A5, COL4A6, THBS1,* and key regulation lncRNAs, that were found to contribute to ECM remodeling.

By showing that genes and lncRNAs have functions together, this study identifies a deciduous molar core developmental program in large mammalian species. The data served as indicators for the subsequent wide search for “key regulatory genes and lncRNAs” in tooth development. The expression of classical activation markers that have been reported previously may account for the tooth regeneration process, though further investigations are required to clarify the underlying mechanisms during tooth morphogenesis.

## 5. Conclusions

By comparing the mRNA and lncRNA expressions at the key developmental stages of deciduous tooth germ development by RNA-Seq, we identified 4,562 and 3,238 DEGs from E40 to E50 and E50 to E60, respectively. In total, 1,464 and 969 differentially expressed lncRNAs from E40 to E50 and E50 to E60 were obtained, respectively. Many of these mRNAs were not detected in a previous microarray-based experiment, suggesting that distinct platforms detect different sets of DEGs. The lncRNA profiles of deciduous tooth germs were established for the first time. Ten significantly enriched pathways from all DEGs were partially consistent with previous reports. Using RNA-Seq, we have provided the first transproteomic characterization of the tooth ECM remodeling process in miniature pigs. We found that the cooperation between 845 lncRNAs induces the activation of ECM signaling at the bell stage. The interplay of key lncRNAs could change ECM processes by their interaction with key genes. Matrix components that, in turn, signal the appropriately timed translation and secretion of ECM components result in a well-ordered matrix. Stage-specific ECM remodeling lays the foundation for the future use of biomimetic scaffolds for dental tissue engineering applications.

## Figures and Tables

**Figure 1:**
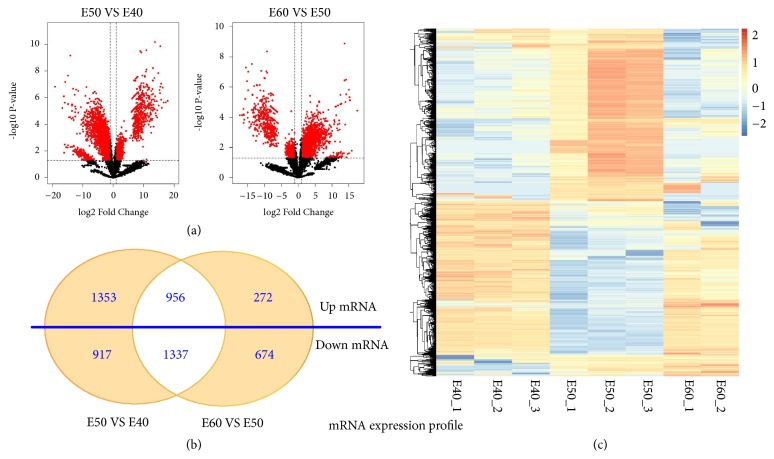
**mRNA expression profile at the E40, E50, and E60 stages of deciduous tooth germs.** (a) Volcano plots of mRNA expression levels between E40 and E50 (left) and E50 and E60 (right). (b) Venn diagram of upregulated and downregulated mRNAs from E40 to E50 (left circle), from E50 to E60 (right circle), and the merged part of differentially expressed mRNAs (*P* < 0.05; fold change > 2.0). (c) Heatmap of differentially expressed mRNAs. Red represents upregulated genes while blue represents downregulated genes.

**Figure 2:**
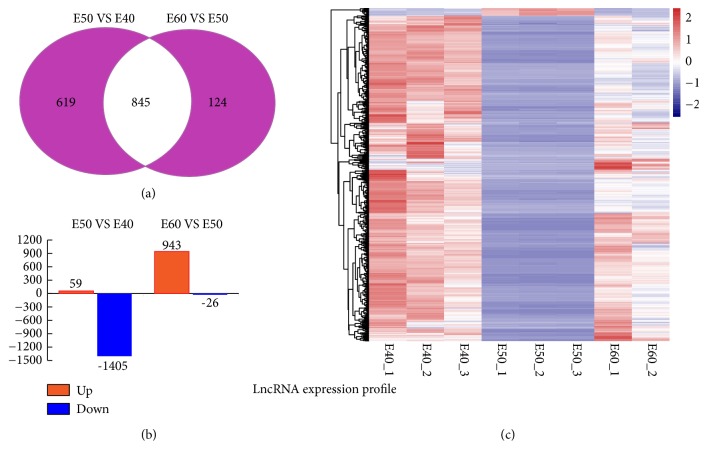
**lncRNA expression profile at E40, E50, and E60 stages of deciduous tooth germ.** (a) Venn diagram of differently expressed lncRNAs during E40 to E50 and E50 to E60 stages. (b) Histogram of lncRNA expression levels from E40 to E50 (left), from E50 to E60 (right). (c) Heatmap of the differently expressed lncRNAs at E40, E50, and E60. The small panel with color gradient represents the changes in abundance from downregulated (blue) to upregulated (red) genes.

**Figure 3:**
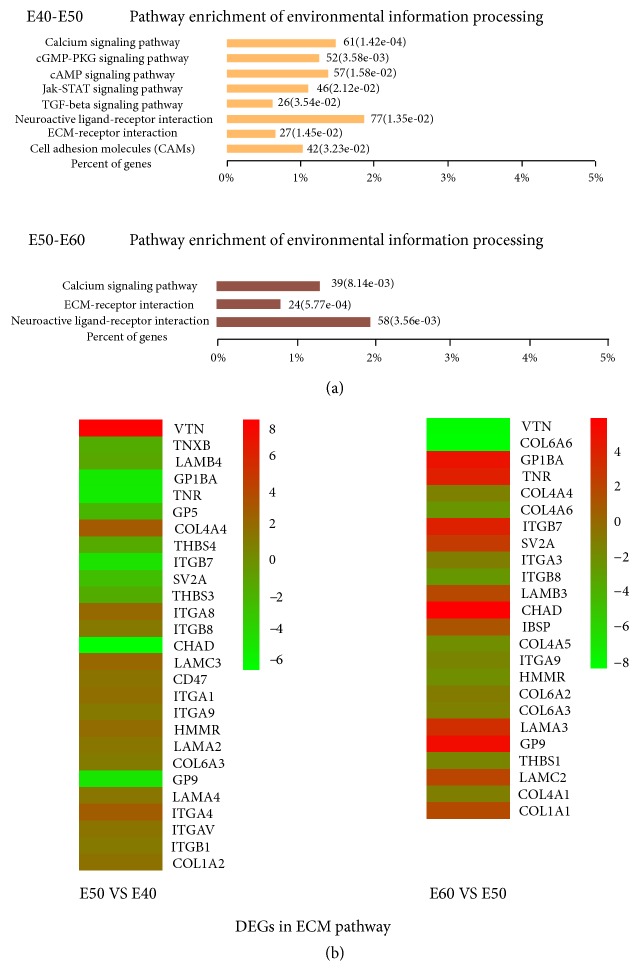
**KEGG pathway and significant functional genes of the stage-dependent ECM receptor interaction pathway.** (a) KEGG pathways were enriched for the environmental information processing category. The number of genes in the pathway search term and* P*-value were at the right end of the horizontal rectangle. The horizontal axis was the percentage of genes in the pathway search term and total number of genes for a selected pathway search term. (b) Heatmap showing genes of the ECM pathway based on the relative abundance (log⁡2[fold change ratios]). The small panel with color gradient represents the changes in abundance from downregulated (green) to upregulated (red) genes.

**Figure 4:**
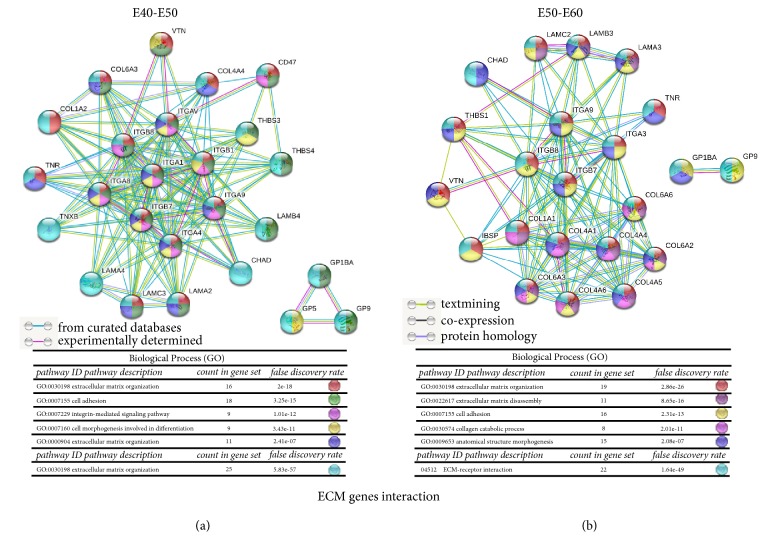
**Gene interactions of ECM components of developing deciduous teeth.** (a) Interaction of genes involved in the ECM pathway from E40 to E50. (b) Interaction of genes involved in the ECM pathway from E50 to E60. The local clustering coefficient > 0.7. Line color indicates the type of interaction evidence. The DEGs of ECM pathway were colored according to the biological process. The GO ID of each gene, pathway description, count in gene set, and false discovery rate of every gene in the ECM pathway were noted in the sheets.

**Figure 5:**
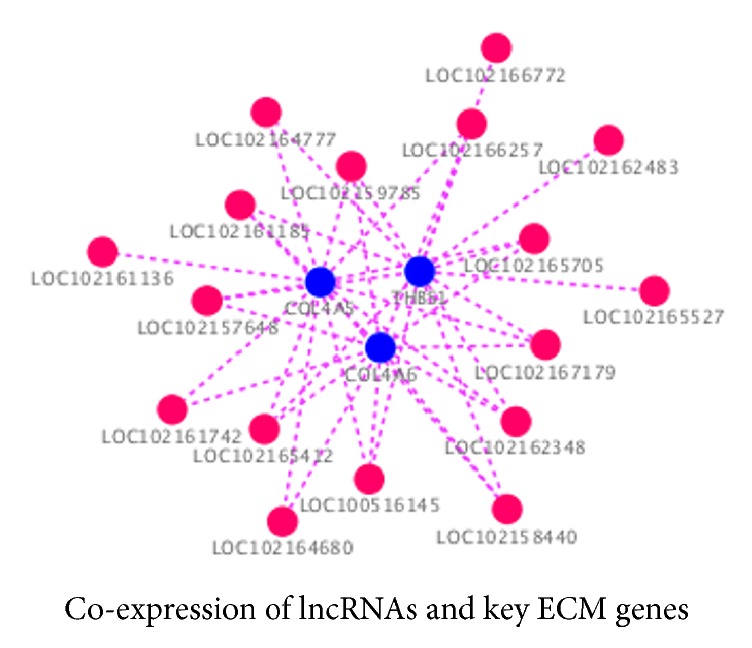
**LncRNA-mRNA coexpression network of* COL4A5*,* COL4A6*, and* THBS1* in the ECM pathway.** An lncRNA-mRNA coexpression network was constructed based on the Pearson correlation coefficients. Pink color nodes represent lncRNA, while blue nodes represent the coexpression genes. Dotted lines represent the correlation.

## Data Availability

The data used to support the findings of this study are available from the corresponding author upon request.

# Supplementary material for: Integrated Analysis of LncRNA-mRNA Coexpression in the Extracellular Matrix of Developing Deciduous Teeth in Miniature Pigs
**Source:** Biomed Res Int. 2019 Jan 23;2019:6159490. doi: 10.1155/2019/6159490
**Supplement:** Supplementary Materials — Supplementary Table 1: the identified differentially expressed genes during the deciduous tooth germ transition from the cap stage to bell stage (E40 to E50) (XLS 100 kb). Supplementary Table 2: the identified differentially expressed genes during the deciduous tooth germ transition from the early bell stage to late bell stage (E50 to E60) (XLS 71kb). Supplementary Table 3: the identified differentially expressed lncRNAs during the deciduous tooth germ transition from the cap stage to the early bell stage (E40 to E50) (XLS 211kb). Supplementary Table 4: the identified differentially expressed lncRNAs during the deciduous tooth germ transition from the early bell stage to the late bell stage (E50 to E60) (XLS 626 kb). Supplementary Table 5: the significantly enriched KEGG pathways associated with the grouped DEGs (XLS 169kb). Supplementary Table 6: the expression changes of the ECM pathway genes from E40 to E50 and from E50 to E60 (XLS 11kb). Supplementary Table 7: the miRNA-target lncRNA and mRNA regulatory interactions of the ECM pathway (XLS 27kb). Supplementary Table 8: lncRNA and mRNA colocation analysis of the ECM pathway genes (XLS 30kb). Supplementary Figures: the developmental morphology of tooth germs at key development stages E40, E50, and E60 (Supplementary Figure 1). The coexpressed analysis of ECM genes and lncRNAs (Supplementary Figure 2)

Supplementary materials

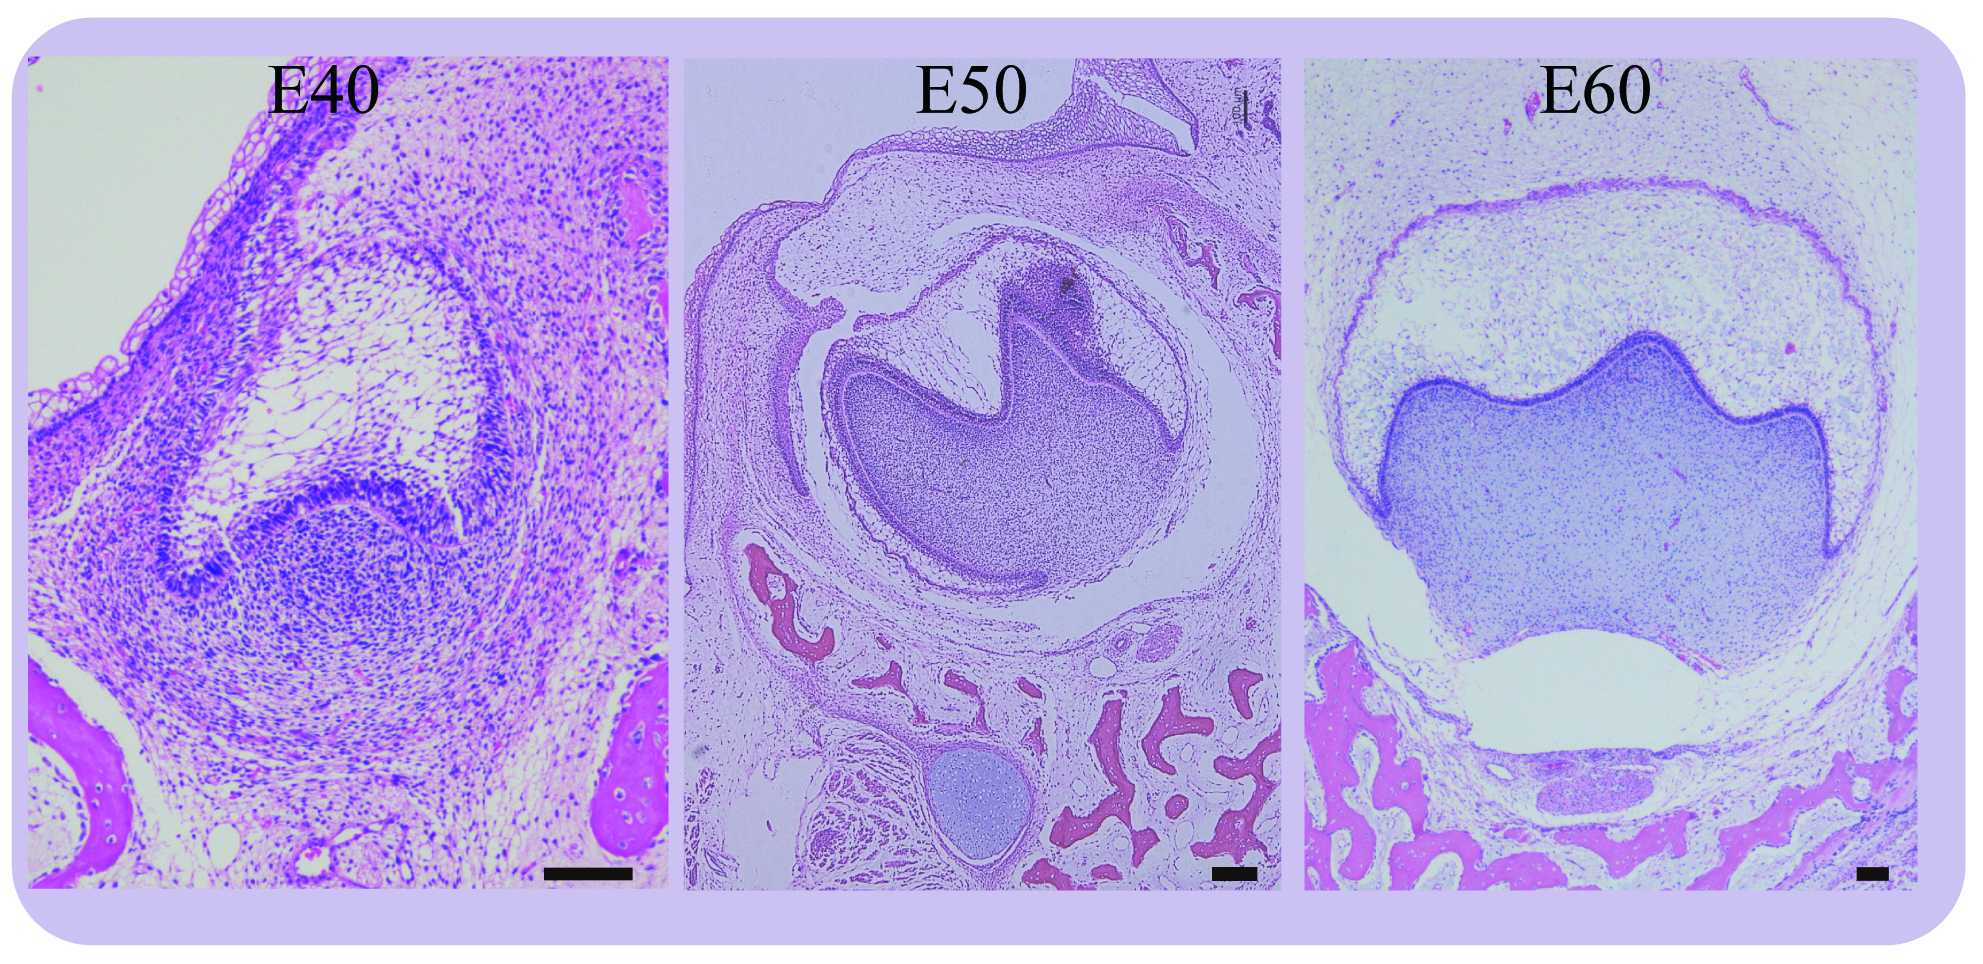

**Supplementary Figure** 1. **Developing patterns of the third deciduous molar (Dm3) from the mandible in the miniature pig model.**

Coronal histological sections (hematoxylin and eosin staining) show that the E40 Dm3 in the cap stage, E50 Dm3 in the early-bell stage, and E60 Dm3 in the late-bell stage (secretory stage). E: embryonic day. Scale bar = 100 um.

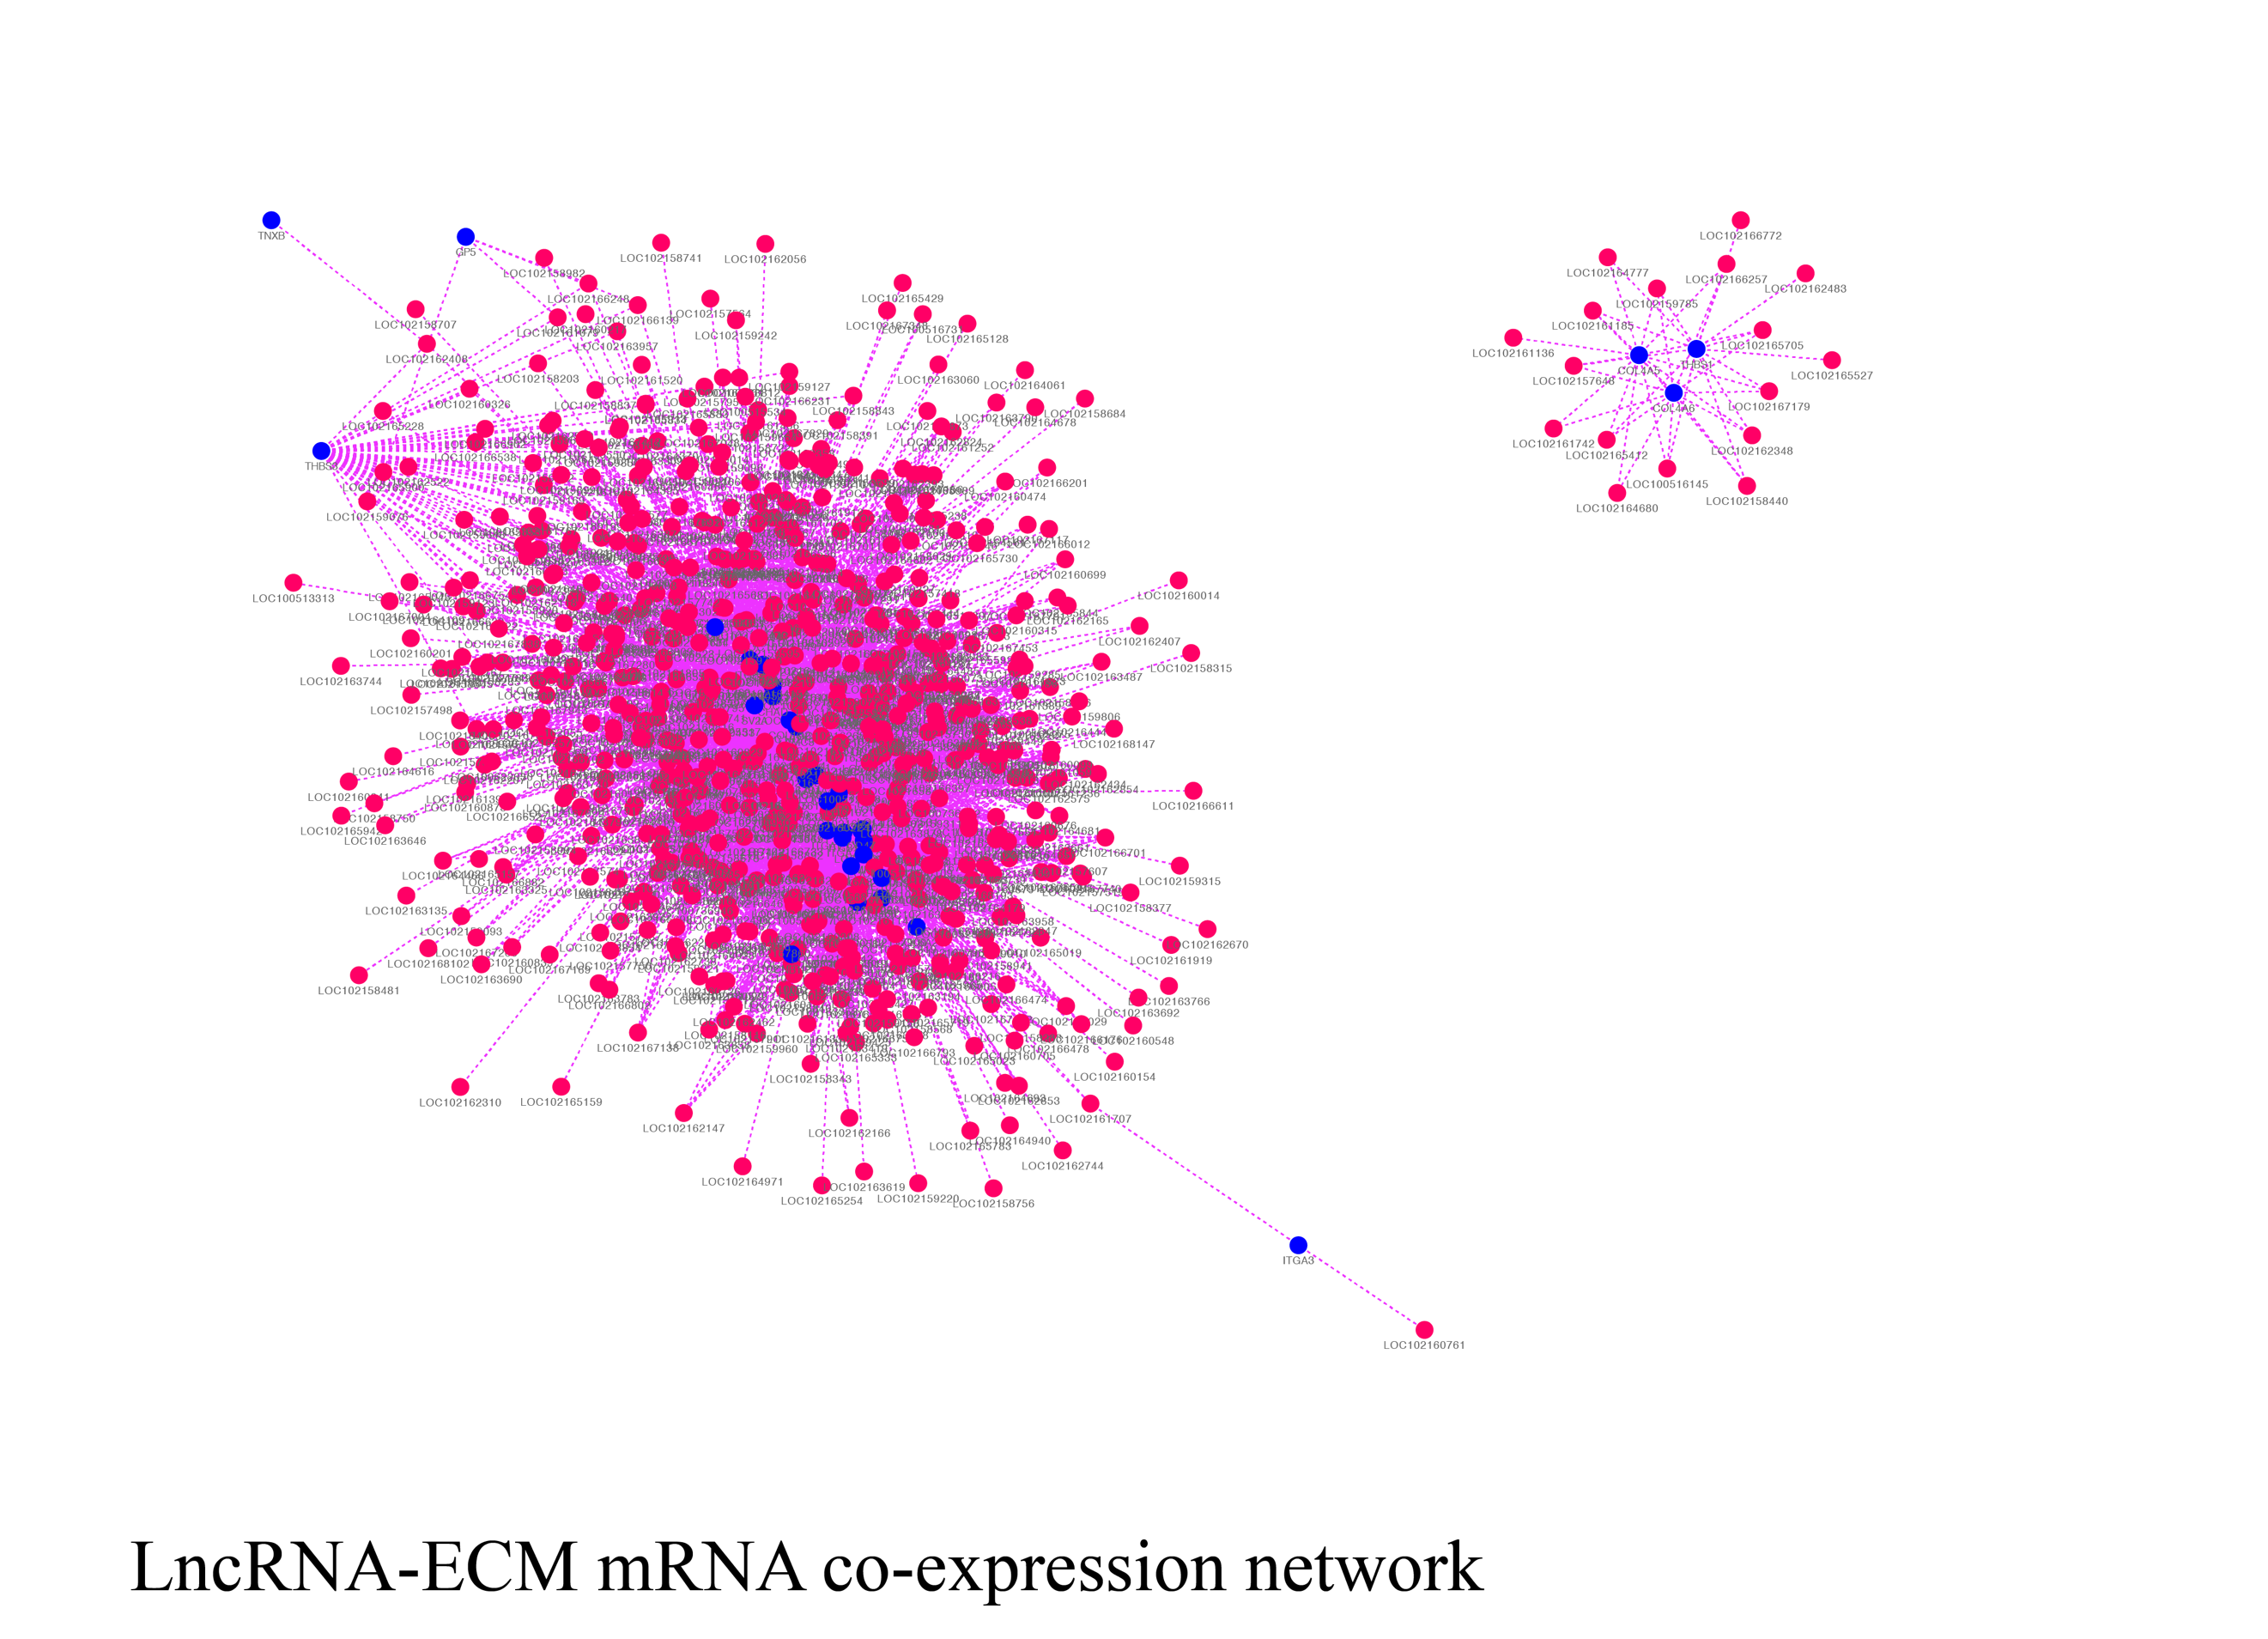

**Supplementary Figure 2. LncRNA-mRNA co-expression network in ECM pathway.**

The lncRNA-mRNA co-expression network was constructed based on the Pearson correlation coefficients. 

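Supplementary Figure 2 shows the network of lncRNAs and ECM genes. With the deposited FPKM values of all 9 libraries, 31.6% of the pairs of a RefSeq lncRNA and an ECM gene had an adjusted p under 0.05, with p taken from the t distribution of Pearson's r for this count alone, and 27.7% did over the 8 libraries without E60 library 1. When the transcripts typed as noncoding in Supplementary Tables 3 and 4 were included, 2030 of 2169 were joined to at least 1 ECM gene over all 9 libraries.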

Pink color nodes represent lncRNAs, while blue nodes represent co-expression genes. Dotted lines represent the correlation.

How the deposited data were processed for this re-analysis (not part of the article)

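RNA of mandibular deciduous molar (Dm3) germs of miniature pigs was measured by sequencing at E40, E50 and E60, with 3 libraries per stage. The authors aligned the reads, computed FPKM per gene and deposited one table of FPKM values for 34580 genes and transcripts in 9 libraries. No further scaling between libraries is stated. The stage of each library was taken from its deposited label and the paper's assignment of E40, E50 and E60 to the cap, early bell and late bell stage.

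The FPKM values of each gene rose in steps of 1 read, from which whole reads were recovered. On simulated data every read number was exact in 94.4% of 3924 genes. The recovered reads were 673467, 767496 and 993804 for E40, 14034073, 16071512 and 13716316 for E50, and 15558609, 807011 and 1187790 for E60 libraries 1, 2 and 3. The lengths in Supplementary Table 3 gave the same FPKM divisor for 150 of 1861 transcripts. The value of 1 read was the same from both chains of steps for 87.8% of 9386 genes compared. A value of 3 reads or fewer was taken as the floor, which covers counting error only.

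Genes with FPKM of at least 1 in at least 2 libraries were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend, in one fit with a coefficient per stage and Benjamini-Hochberg adjustment per comparison. The limits were an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. On simulated data with a log2 fold change of 2 in 200 of 15698 genes, 176 of the changed genes and 24 of the unchanged genes passed. The unchanged genes were a larger share of those passing than the limit of 0.05 aims at. The simulation had the depths of the libraries and no split between sets of libraries, and changed only genes of at least 5 FPKM. It does not show how the test behaves with that split. Named were the 3 genes with the largest change in each direction and comparison, among those past the limits with a mean of at least 5 FPKM in the higher stage, no overlap between stages and a symbol not starting with LOC, and every gene the paper names. The lncRNAs were those typed as such by RefSeq. Enrichment was tested with Fisher's exact test, and the coexpression of the pairs of Figure 5 with 100000 permutations of the libraries, or all permutations for 8 libraries or fewer. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

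Comparisons were made over all 9 libraries and over the 8 that match the fold changes of Supplementary Table 6. Alternatives were other pseudocounts, filters, thresholds and scalings, a replicate block, fits of only the compared stages, other sets of lncRNAs and genes, limma-voom on the recovered reads, and leaving out each library in turn. The RefSeq annotation of Sscrofa11.1 was used for gene types only. Its positions were not used here, since the build of the authors' alignment is not stated, and neither were quantitative PCR or pathway databases.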

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

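The test of the split between libraries against the stage was chosen only after the result was seen, as were the counts of other splits of the libraries. By its values, E60 library 1 did not enter the fold changes of Supplementary Table 6, so its values are data the paper's comparison does not use.

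Of 10 enamel and dentin genes listed beforehand, 7 were above all 3 E50 libraries in E60 library 1: AMBN, ENAM, ODAM, DSPP, DMP1, SPP1 and PHEX. The test asked whether this library is a mislabelled E50 library. AMBN, ENAM, DSPP, DMP1 and PHEX, named after their values were seen, were far above E50 and go against that. SPP1 (75.8 FPKM against an E50 maximum of 68.1) and ODAM (2.06 against 1.45) exceeded E50 only slightly. AMTN (4.83 FPKM against an E50 mean of 12.6) and BGLAP (1.94 against 2.88) were lower, and ALPL was listed at 0 in every library and could not count. The library otherwise correlates with the E50 libraries, and its mean r with the other E60 libraries minus that with the E50 libraries was -0.504. That difference restates the pattern and does not decide its cause. No replicate of E60 exists in this set of libraries, so the 7 genes rest on 1 library.

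AMBN had a log2 fold change of 10.03 from E40 to E60 over all 9 libraries (adjusted p = 0.000109, limma with Benjamini-Hochberg adjustment), a comparison the paper does not make, and was higher in all 3 E60 libraries than in all 3 E40 libraries. From E40 to E60, 354 genes and lncRNAs passed the limits. Of the 4 splits of the 6 libraries that part all same-numbered libraries, 1 gave as many, the real one. The other 6 of the 10 splits part fewer such pairs and gave at most 23. With 10 splits the share cannot fall under 0.1 whatever the outcome, so that the count of splits decides nothing here. E60 library 1 differs from the E40 libraries both in stage and in its set of libraries. Between E40 and E60 libraries 2 and 3, within a single set, 239 genes passed. Late bell changes within each set of libraries were compared across 19618 genes (Spearman rho 0.293), where genes are not independent replicates. A change with stage is a candidate explanation for this shared part.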

How the results depend on the processing

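The thresholds, pseudocounts, filters, scalings, replicate block and omission of single libraries were chosen before the data were examined. The 8 libraries matching the paper's fold changes, voom, the sets restricted by gene type and the exact permutation p were chosen after seeing the data.

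Across the 9 fits that each left out one library, DEGs from E40 to E50 ranged from 55 to 10296, lncRNAs from 3 to 354 and ECM genes from 0 to 23. Those from E50 to E60 ranged from 4 to 11183, from 0 to 346 and from 0 to 19. Genes and lncRNAs from E40 to E60 ranged from 128 to 1181, lncRNAs lower at E50 from 0 to 218, pairs of Figure 5 from 1 to 27, coexpressed lncRNAs from 423 to 486 and the rank of COL4A4 among collagens from 35 to 36. The odds ratio of the ECM families ranged from 0 to 1.79 from E40 to E50 and from 0 to 14.8 from E50 to E60. The cause was not tested. For the counts from limma, only the fit without E60 library 1 kept that library out of the shared estimate of spread.

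Over the 8 libraries matching the paper's fold changes, 11183 DEGs, 346 lncRNAs and 19 ECM genes passed from E50 to E60, 1181 genes from E40 to E60, 218 lncRNAs were lower at E50 and 7 pairs of Figure 5 were counted, and the odds ratios were 0.963 and 1.49. With median-ratio scaling added these were 7144, 304, 17, 955 and 235, with an odds ratio of 1.03 from E50 to E60. Over the 8 libraries labelled in Fig. 1(c), 5 DEGs, 0 lncRNAs (53 at an unadjusted p under 0.05) and 1 pair were counted. Median-ratio scaling of all 9 gave 80 DEGs (69 up, 11 down) and 4 ECM genes from E50 to E60, an odds ratio of 23.9, 720 genes from E40 to E60 (403 up, 317 down) and 0 pairs (3 at an unadjusted p under 0.05), and 2350 DEGs up and 4635 down from E40 to E50. Quantile normalization gave 4947 up and 3433 down there, lncRNAs 112 up and 199 down, 26 DEGs and 2 ECM genes from E50 to E60, odds ratios of 0.925 and 29.0, and 624 genes from E40 to E60 (425 up, 199 down).

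With an adjusted p under 0.01, 134 DEGs, 8 lncRNAs and 0 ECM genes (23 at an unadjusted p under 0.05) passed from E40 to E50, with an odds ratio of 0, 7 DEGs and 0 lncRNAs (210 at an unadjusted p under 0.05) from E50 to E60, and 90 genes from E40 to E60. With a mean of at least 5 FPKM, the numbers were 4818 DEGs and 177 lncRNAs from E40 to E50, 1 lncRNA lower at E50, and 63 genes from E40 to E60. With a log2 fold change of at least 2 the odds ratio from E40 to E50 was 0.970. Fitting only the 2 stages compared gave 6 DEGs and 0 lncRNAs (105 at an unadjusted p under 0.05) from E50 to E60, an odds ratio of 0.900 from E40 to E50 and 27 genes from E40 to E60. A pseudocount of 0.01 gave 0 lncRNAs (181 at an unadjusted p under 0.05) and 221 genes from E40 to E60, and a pseudocount of 1 gave 26 DEGs, 696 genes and 41 pairs. Voom gave 60 DEGs and 1 ECM gene (LAMA3) from E50 to E60, 1 lncRNA lower at E50, and odds ratios of 2.05 (Fisher's exact test, p = 0.0253) and 5.71. The replicate block gave 4 DEGs and 0 lncRNAs (173 at an unadjusted p under 0.05) from E50 to E60 and 82 genes from E40 to E60. Libraries with the same number come from different animals, and their correlation after removing stage means was -0.098, against 0.046 for different numbers.

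Protein-coding genes gave 4127 DEGs from E40 to E50, and 7509 from E50 to E60 over the 8 libraries. Symbols not starting with LOC gave 3694 and 6876. Adding the transcripts of Supplementary Tables 3 and 4 gave 1726 lncRNAs from E40 to E50, 2 from E50 to E60, 1 lower at E50 and 2030 coexpressed, and over the 8 libraries 1820, 1747, 1545 and 1999. The pairs of Figure 5 numbered 51 without log, 51 with stage means subtracted, 0 without the E50 libraries (3 at an unadjusted p under 0.05, with 276 coexpressed lncRNAs) and 0 with stage means subtracted and without E60 library 1 (1 at an unadjusted p under 0.05, with 0 coexpressed lncRNAs). The exact permutation p gave 490 coexpressed lncRNAs, and 426 over the 8 libraries.

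The direction reversed for some log2 fold changes. With median-ratio scaling of the 8 and of all 9 libraries, those from E40 to E50 were -0.19 and -0.21 for COL4A6, -0.20 and -0.22 for COL1A1, -0.27 and -0.29 for LAMB3, -0.60 and -0.62 for LAMA3, -0.32 and -0.34 for THBS1, -0.29 and -0.30 for COL4A5 and -0.0577 and -0.0761 for ITGA3, and those from E50 to E60 were 0.10 and 0.61 for ITGA4, 0.00410 and 0.53 for COL1A2 and 0.47 and 0.23 for KRT13. Quantile normalization gave 0.33 for ITGA4 and 0.38 for COL1A2 from E50 to E60, and -0.15 for LAMA3 and -0.0122 for THBS1 from E40 to E50. ITGA4 was 0.00446 over the libraries of Fig. 1(c), and tRNA-Cys was 1.20 from E50 to E60 with voom. Leaving out one library gave between -0.11 and 0.22 for LAMA3 and -0.67 and 1.71 for DSPP from E40 to E50, and between -0.97 and 0.47 for ITGA4 and -1.07 and 0.34 for COL1A2 from E50 to E60. Of the log2 fold changes of single genes under the other alternatives, 986 of 1129 were the same, 52 weaker, 65 stronger and 26 reversed. With one library left out, 557 of 684 were the same, 92 weaker, 28 stronger and 7 reversed. The depth of the E40 libraries and E60 libraries 2 and 3 limits results for genes near 3 reads.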

Differences from the paper's values

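From E40 to E50 the results section of the paper reports 3238 DEGs, 1599 upregulated and 1639 downregulated, against 7282, 3234 and 4048 here. The abstract, discussion and conclusions give 4562 for this transition and 3238 for that from E50 to E60. Only the results section has them the other way round, and the alternatives below are compared with its numbers. Against 4562 the list would differ, since the replicate block gave 4861 DEGs. Of the alternatives set before the data were examined, a mean of at least 5 FPKM gave 4818 DEGs, and leaving out E40 replicate 2 or E50 replicate 1 gave 3102 and 3245, all within 1.5 times the paper's number. For the downregulated genes these were the mean of at least 5 FPKM (2134) and leaving out E40 replicate 2 (2453). For the upregulated genes they were a log2 fold change of at least 2 (2016), median-ratio scaling (2350), the replicate block (1416) and leaving out E40 replicate 3 (1697). Chosen after seeing the values, genes with symbols not starting with LOC gave 3694 (2304 up, 1390 down), protein-coding genes gave 4127 and voom gave 2020 upregulated. For E50 to E60 the results section reports 4562 DEGs, 2309 upregulated and 2253 downregulated, against 13, 10 and 3. None of the alternatives set before the data were examined closed these gaps, and none came within 1.5 times 3238. Over the 8 libraries with median-ratio scaling, chosen after seeing the values, 2455 were downregulated.

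For lncRNAs the paper reports 1464 from E40 to E50, 1405 of them downregulated, against 298 and 236, and 969 from E50 to E60, 943 upregulated and 26 downregulated, against 1, 0 and 1, where 210 had an unadjusted p under 0.05. It reports 845 lncRNAs coexpressed with ECM genes, against 496. None of the alternatives set before the data were examined closed these gaps. Adding the transcripts of Supplementary Tables 3 and 4, chosen after seeing the values and containing the paper's own calls, gave 1726 from E40 to E50, 1622 downregulated.

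For the log2 fold changes of Supplementary Table 6, each given as the value here against the paper's, those from E40 to E50 that differed were CD47 2.11 against 1.53, CHAD -5.36 against -6.55, COL1A2 2.27 against 1.66, COL6A3 1.64 against 1.04, GP1BA -3.30 against -5.27, GP9 -4.47 against -5.18, ITGA1 2.42 against 1.84, ITGA4 3.40 against 2.82, ITGA8 2.61 against 2.1, ITGA9 1.84 against 1.25, ITGAV 2.08 against 1.47, ITGB1 1.82 against 1.21, ITGB7 -3.87 against -4.84, ITGB8 1.82 against 1.26, LAMA2 1.97 against 1.37, LAMA4 1.98 against 1.38, SV2A -2.05 against -2.75, THBS3 -1.05 against -1.69, THBS4 -0.91 against -1.56 and TNR -3.84 against -5.43. Those from E50 to E60 were CHAD 3.14 against 5.92, GP1BA 1.69 against 4.83, ITGB7 1.89 against 3.92, SV2A 0.83 against 2.51 and TNR 1.499 against 4.08. The values of GP1BA from E50 to E60 rest on at most 3 reads in every library, and those from E40 to E50 on at most 4. A gap within the replicate error was not counted as a difference. That error was the square root of the summed variances of the single log2 values at both stages. From E50 to E60 it includes E60 library 1 and was wide. GP9 at 2.72 against 5.17 was thus not listed, and CHAD counted as within at 3.76 against 5.92 with median-ratio scaling. Median-ratio scaling brought all within this error except CHAD, GP1BA, ITGB7 and TNR from E40 to E50 and GP1BA and TNR from E50 to E60. For these, none of the alternatives set before the data were examined closed the gap. Other such alternatives that did were quantile normalization for COL1A2 and COL6A3, leaving out E40 replicate 1 for COL1A2, ITGA8 and THBS4, leaving out E50 replicate 2 for ITGA8, and a pseudocount of 1 for ITGA8 and ITGB8. For E50 to E60 they were a pseudocount of 0.01 for CHAD and leaving out E60 replicate 1 for CHAD, ITGB7 and SV2A. In the comparison used to identify the paper's libraries, the paper's values lay at a nearly constant offset from those computed. Its median was -0.61 (SD 0.08, 26 genes) from E40 to E50. From E50 to E60 it was 0.80 (SD 0.08, 22 genes) with E60 libraries 2 and 3. A shift shared by all genes is thus part of these gaps. The log2(FPKM + 0.1) scale also understates the change of genes with low values.

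Genes of Supplementary Table 6 that did not pass the limits over all 9 libraries passed under other settings. From E40 to E50 these were GP5, THBS3 and ITGB8 when only the 2 stages were compared, when E60 replicate 1 or 2 was left out, and over the 8 libraries matching the paper's fold changes, with THBS4 added when these were median-ratio scaled. They were GP5, THBS4 and THBS3 with median-ratio scaling, GP5 with a pseudocount of 1, and GP5 and THBS3 with voom. For E50 to E60, leaving out E60 replicate 1 (the same 8 libraries) called genes including GP1BA, TNR, COL4A4, COL4A6, ITGB7, SV2A, ITGA3, ITGB8, CHAD, COL4A5, ITGA9, HMMR, COL6A2, COL6A3, LAMA3, GP9, THBS1 and COL4A1. With median-ratio scaling of the 8 these included GP1BA, TNR, COL4A6, ITGB7, SV2A, ITGB8, LAMB3, CHAD, IBSP, COL4A5, ITGA9, HMMR, LAMA3, GP9, THBS1 and COL1A1. VTN, COL6A6, LAMB4 and TNXB were below the filter and have no value over all 9 libraries. Without the filter the log2 fold changes from E40 to E50 were -0.66 against the paper's -1.52 for LAMB4 and -0.59 against the paper's -1.7 for TNXB, each with at most 3 reads in every E40 library. VTN was listed at 0 in every E40 library and COL6A6 had at most 1 read in every E60 library, so that no fold change is given for these. LAMB3, LAMA3 and COL1A1 passed with median-ratio scaling of all 9, LAMA3 with quantile normalization, and LAMA3 with voom or without E60 replicate 2. The 8 libraries matching the paper's fold changes and voom were chosen after seeing the values.

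The paper describes COL6A3 as falling throughout, while it rose by 1.64 on the log2 scale from E40 to E50. It describes COL4A4 as a main collagen of the cap stage, while its mean FPKM ranked 36 of 38 collagen genes at E40. It describes COL1A1 as rising sharply at the early bell stage, while its log2 fold change from E40 to E50 was 0.44 (adjusted p = 0.493, limma with Benjamini-Hochberg adjustment). The abstract, discussion and conclusions give the numbers of DEGs of the 2 transitions the other way round from the results section.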

Other observations

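The test against the stage, that for a few genes taking most of the FPKM, that for the lncRNAs low at E50 and the counts of other splits were chosen only after the result was seen. The libraries split into the E50 libraries with E60 library 1, and the E40 libraries with E60 libraries 2 and 3. The stage difference in r, -0.504, restates this split.

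The lowest Spearman rho within a set minus the highest between the sets was 0.162, so that the split is also present in ranks, which a few high genes do not carry. Gene length had a Spearman rho of 0.253 with the difference between the sets over 19614 genes. Only 59 genes were at 0 in one set and at least 5 FPKM in every library of the other, which goes against another annotation. The largest difference among marker genes of blood, liver and muscle was 1.81 on the log2 scale, for HBB, and 8354 of 19618 genes differed by more. After thinning to 807011 reads, the mean r among the shallower libraries exceeded that of the thinned deeper libraries with them by 0.360, so that depth alone does not account for the split. The lowest chi-square over degrees of freedom of any pair of libraries was 1.76, which goes against a library deposited more than once. Short or non-polyadenylated RNAs, 152 genes, differed between the sets by 2.31 on the log2 scale more than 10000 lists matched on mean level. The lists were not matched on length, and the deeper libraries were not thinned here. For MIR19A 1 read was worth 6.92 FPKM in E60 library 3, so that short RNAs can reach 0 in the shallower libraries by depth. The test therefore cannot tell RNA selection from depth and length. Another RNA selection or library preparation remains a candidate explanation for the split, and the differences from E40 to E50 cannot be told apart from it.

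Over all lncRNAs tested, E60 library 1 differed from the E50 libraries by a median of -0.0401 on the log2 scale. A low level of lncRNAs at E50 may thus go with the set of libraries and not with the stage, as a hypothesis from 1 library. Late bell changes within each set, E60 library 1 against E50 and E60 libraries 2 and 3 against E40, had a Spearman rho of 0.293 across genes. Of 11356 genes with a symbol not starting with LOC, 162 were at least 1 log2 unit higher in both with no overlap between the libraries compared. Falls in both were not counted. A shared change with stage may underlie this part.

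Of the 4 splits of 6 libraries that part all same-numbered libraries, 1 gave a result as large, the real one, for the DEGs, the lncRNAs, the ECM genes and the ECM families from E40 to E50, and for the DEGs and lncRNAs from E50 to E60. For the ECM families from E50 to E60 all 4 did. The other 6 of the 10 splits part fewer pairs, and gave no DEG or lncRNA from E40 to E50 or from E50 to E60. With 10 splits no share under 0.1 can be reached. The real split from E40 to E50 is also the split by sets of libraries, so that these cannot be told apart.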
